# Esophageal squamous cell carcinoma transcriptome reveals the effect of *FOXM1* on patient outcome through novel PIK3R3 mediated activation of PI3K signaling pathway

**DOI:** 10.18632/oncotarget.24621

**Published:** 2018-03-30

**Authors:** Pedro Nicolau-Neto, Nathalia Meireles Da Costa, Paulo Thiago de Souza Santos, Isabela Martins Gonzaga, Maria Aparecida Ferreira, Simone Guaraldi, Miguel Angelo Moreira, Hector N. Seuánez, Lilian Brewer, Anke Bergmann, Mariana Boroni, Andre Luiz Mencalha, Cleber Dario Pinto Kruel, Sheila Coelho Soares Lima, Dominic Esposito, Tatiana Almeida Simão, Luis Felipe Ribeiro Pinto

**Keywords:** esophageal squamous cell carcinoma, FOXM1, PIK3R3, PI3K/AKT pathway, target therapy

## Abstract

Esophageal squamous cell carcinoma (ESCC) presents poor prognosis, and patients diagnosed with this tumor currently lack target treatments. Therefore, in order to identify potential targets for ESCC treatment, we carried out a transcriptome analysis with ESCC and paired nonmalignant surrounding mucosa samples, followed by a master regulator analysis, and further explored the role of the identified central regulatory genes through *in vivo* and *in vitro* assays. Among the transcription factors deregulated/enriched in ESCC, we focused on FOXM1 because of its involvement in the regulation of critical biological processes. A new transcriptome analysis performed with ESCC cell lineage TE-1 showed that the modulation of *FOXM1* expression resulted in *PIK3R3* expression changes, whereas chromatin immunoprecipitation assay revealed that FOXM1 was capable of binding onto *PIK3R3* promoter, thus demonstrating that *PIK3R3* is a new FOXM1 target. Furthermore, FOXM1 overexpression resulted in the activation of PIK3/AKT signaling pathway through PIK3R3-mediated AKT phosphorylation. Finally, the analysis of the clinic-pathological data of ESCC patients revealed that overexpression of both FOXM1 and PIK3R3 was associated with poor prognosis, but only the latter was an independent prognosis factor for ESCC patients. In conclusion, our results show that FOXM1 seems to play a central role in ESCC carcinogenesis by upregulating many oncogenes found overexpressed in this tumor. Furthermore, *PIK3R3* is a novel FOXM1 target that triggers the activation of the PI3K/AKT pathway in ESCC cells.

## INTRODUCTION

Esophageal cancer (EC) is the sixth most frequent cause of cancer-related death worldwide [1]. Squamous cell carcinoma (ESCC) is the main EC histotype, accounting for approximately 80% of all cases worldwide [2]. As ESCC is often diagnosed at a late stage, the majority of patients fail to benefit from the commonly employed therapeutic procedures, resulting in a 5-year survival rate below 15% [3–5]. Currently there is no approved target therapy for ESCC treatment, since there is limited knowledge about the main molecular alterations present in this tumor [6].

Recent technologies such as microarray analysis provide powerful tools for understanding tumor biology due to their capacity of simultaneously analyzing thousands of genes. DNA microarray analysis allowed a molecular classification and the identification of target drivers of breast, [7], lung [8], and colorectal [9] cancer.

This study was designed to analyze ESCC global gene expression with the aim of contributing the understanding of this tumor biology, revealing significant altered signaling pathways and, consequently, potential druggable targets. Among the main transcription factors responsible for the differentially expressed genes in ESCC, Forkhead box M1 (*FOXM1*) was shown to have a central role in cell signaling pathways, while Phosphoinositide-3-Kinase Regulatory Subunit 3 (*PIK3R3*) was characterized as a novel FOXM1 target. Furthermore, modulation of FOXM1 expression in the ESCC cell line, TE-1, resulted in activation of the PI3K/AKT pathway through PIK3R3 overexpression. Finally, *PIK3R3* expression was shown to be an independent prognostic biomarker for this tumor.

## RESULTS

### Determination of ESCC global gene expression profile

Microarray analysis of 15 paired tumor and NSM samples revealed 1,328 DEG, 994 of which with overexpression in tumor tissue and 334 underexpressed (Supplementary Table 1). Principal component analysis separated tumor from NSM samples (Figure 1A). Unsupervised hierarchical Bayesian clustering, using DEG expression values, also showed two different groups, one comprising ESCC and another of NSM samples (Figure 1B).

**Figure 1:**
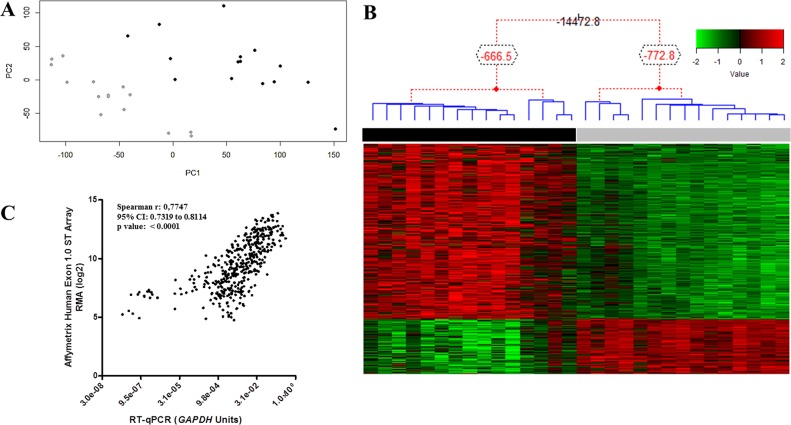
ESCC global gene expression profile **(A)** Two sample groups were observed in this unsupervised analysis, which considered all probe sets present on the microarray chip. The groups respected the histologic classification of samples. PC1, principal component 1; PC2, principal component 2. **(B)** Normalized expression data of the 1,328 DEGs were used for clustering analysis. Hierarchical clustering clearly separated tumor (black bar) and nonmalignant surrounding mucosa (gray bar) samples, without misclassification. Each column represents an individual sample, and each line represents a DEG. The red and green colors represent increased and decreased gene expression, respectively. **(C)** Correlation between microarray and RT-qPCR expression data for 15 genes in ESCC tissue compared with nonmalignant surrounding mucosa. Abbreviations: r, Spearman correlation coefficient; CI, confidence interval.

Validation of microarray data was carried out by RT-qPCR for thirteen DEG, 11 overexpressed genes (*FOXM1, PLK1, CDK1, AKT3, PIK3R3, CCNB1, HOXD10, ETV5, MMP9, MMP12* and *FSCN1*), two underexpressed genes (*NDRG2* and *CRISP3*), and one gene (*STAT3*) with unchanged expression. All genes showed similar expression profiles to those reported by microarray analysis (r = 0.77; p < 0.001; Figure 1C and Supplementary Figure 1).

### Enrichment of differentially expressed genes

Enrichment of ESCC overexpressed genes pointed to alterations of biological processes like cell cycle control, response to stress and stimuli, cell motility and division, interaction between cells and extracellular matrix, and immune response (Figure 2A–2B). In addition, enrichment of underexpressed genes involved biological processes related to metabolic pathways.

**Figure 2:**
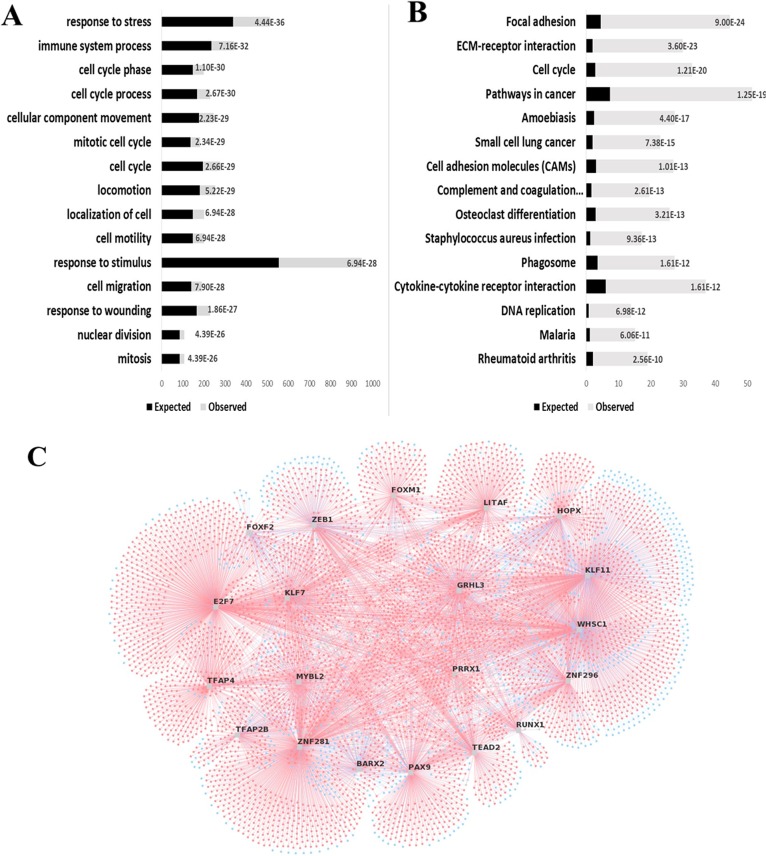
Gene enrichment analyses indicate FOXM1 as an important transcriptional factor in ESCC GOBiological Processes **(A)** or KEGG Pathways **(B)** associated with ESCC overexpressed genes are plotted in graphic bars. Black bars, expected number of DEG in each process or pathway; gray bars, observed number of GDE in each process or pathway; numbers on bars, p values. **(C)** Thetop 20 most relevant master regulators responsible for the ESCC gene expression profile are identified in the figure. Master regulators are plotted randomly and connected to their DEG targets. Blue circles, underexpressed genes; red circles, overexpressed genes.

Prediction of major regulators of gene expression in ESCC identified 176 potential transcription factors regulating the 1,328 DEG herein identified (Figure 2C; Supplementary Table 2), of which 56 were found to be differentially expressed. Among the enriched transcription factors we focused on FOXM1 for further analyses in view of its association with the above mentioned biological processes and cell signaling pathways, and the fact that the MRA algorithm listed 119 genes as FOXM1 targets, six of which expected to be differentially expressed. However, we actually found 70 DEG to be FOXM1-related, accounting for approximately 60% of the listed targets (p = 0.041).

### Analysis of the relevance of *FOXM1* expression in ESCC

*FOXM1* expression was found to be 3.4-fold higher in ESCC than in NSM by microarray analysis. Furthermore, *FOXM1* expression assessed by RT-qPCR in both the investigation set and the validation sample set confirmed microarray data, showing a 4-fold higher expression in tumors (Figure 3A). These results were then confirmed by immunohistochemical analyses that showed a higher FOXM1 expression in neoplastic tissues with respect to NSM (Figure 3B).

**Figure 3:**
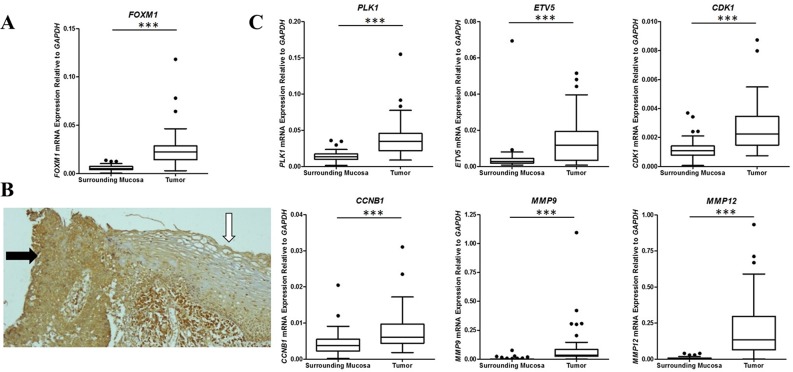
Analysis of expression of *FOXM1* and members of its cell signaling pathway in ESCC and nonmalignant surrounding mucosa **(A)** Box plot showing *FOXM1* expression by RT-qPCR in ESCC and nonmalignant surrounding mucosa. **(B)** FOXM1 protein expression by immunohistochemistry in ESCC (black arrow) and nonmalignant surrounding mucosa (white arrow). **(C)** Box plot showing expression by RT-qPCR of different genes described as regulated by FOXM1 (*PLK1, ETV5*, *CDK1, CCNB1, MMP9,* and *MMP12*) in ESCC and nonmalignant surrounding mucosa. ^***^ p < 0.0001.

Interestingly, our microarray profile expression analysis also revealed that six genes, well known to be regulated by FOXM1, were also overexpressed in ESCC: *PLK1* (2.9-fold), *CDK1* (3.3-fold), *CCNB1* (2.4-fold), *ETV5* (3.3-fold) *MMP9* (5.2-fold), and *MMP12* (28.2-fold). Accordingly, their overexpression was confirmed by RT-qPCR (Figure 3C) and positively correlated with *FOXM1* expression (Supplementary Table 3).

Taken together, these findings strongly pointed to the relevance of *FOXM1*-regulated pathways in ESCC.

### Identification of novel FOXM1 targets in ESCC

In order to better understand the role of FOXM1 overexpression in ESSCC carcinogenesis, we silence *FOXM1* (Figure 4A) in ESCC cells by transfecting with a specific siRNA targeting *FOXM1* (TE-1-siFOXM1) siRNA. 

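TE-1 is an established line of esophageal squamous carcinoma cells, and FOXM1 encodes a forkhead transcription factor that drives the expression of genes needed for cell division. FOXM1 was 3.95-fold lower in TE-1 cells transfected with siRNA against it (TE-1-siFOXM1) than in cells transfected with a scrambled siRNA (TE-1-SCR), which left 25.3% of the control level. Its log2 expression was 8.28 and 8.06 in the TE-1-siFOXM1 replicates (mean 8.17 ± 0.16, SD, n = 2) and 10.55 and 9.75 in the TE-1-SCR replicates (mean 10.15 ± 0.56, SD, n = 2). The difference of the log2 means was -1.98 (standard error 0.30, adjusted p = 1 from limma with Benjamini-Hochberg adjustment, unadjusted p = 0.00126). Both TE-1-siFOXM1 values lay below both TE-1-SCR values, and an exact permutation test of 2 arrays against 2 gave its smallest possible two-sided p of 0.333.
Total RNA was labelled and hybridized to Affymetrix arrays, with 2 replicates in each of the 2 groups. The authors normalized the arrays by robust multi-array average (RMA), which corrects the background, normalizes between arrays and summarizes the probes of each gene, and deposited log2 values, 1 per probe set and array. The median log2 value was 7.62 and 7.56 in the TE-1-siFOXM1 arrays and 7.63 and 7.54 in the TE-1-SCR arrays, and the correlation between any pair of arrays across probe sets was between 0.984 and 0.992. From these values, a fold change was calculated as the difference of the group means on the log2 scale, and every probe set was tested with limma. A gene symbol of its own was given to 14432 probe sets, which name 14232 genes, while 2408 probe sets carried several symbols and 5171 carried none. Only the first kind was used for named genes, and a gene with several probe sets took the one with the highest mean. No source used here states whether the replicates were separate cultures, so the p-values measure only the spread between these arrays, which may be technical.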

Then, the global gene expression profile was assessed in the *FOXM1* silenced and control, scrambled (TE-1-SCR) siRNA, transfected cells. *FOXM1* silencing resulted in 222 DEG (Supplementary Table 4), comprising 127 overexpressed and 95 underexpressed genes. Among these latter, phosphoinositide-3-kinase regulatory subunit 3 (*PIK3R3*) was found to be 50% underexpressed in TE-1-siFOXM1 cells, a finding subsequently confirmed by RT-qPCR. Similarly, induction of *FOXM1* expression by TE-1 cells transfection with an expression vector resulted in a 2.2-fold increase in *PIK3R3* expression (Figure 4B). 

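Of the 14232 genes measured under a symbol of their own, 80 were at least 1.5-fold higher and 64 at least 1.5-fold lower in TE-1-siFOXM1 cells than in TE-1-SCR cells. Among genes at or above the median level of the arrays (7.58) in the higher group and with no overlap between the groups, the largest decreases after FOXM1 were in CPN1 (2.27-fold), PLAC8 (2.23-fold), the ribosomal pseudogene RPS10P7 (2.23-fold), FCER1A, a chain of the IgE receptor (2.22-fold), the protease inhibitor TFPI2 (1.99-fold), cyclin G1, encoded by CCNG1 (1.99-fold), CDKN3 (1.98-fold), UAP1 (1.92-fold) and the telomere protein POT1 (1.92-fold). The largest increases were in EMC6, a subunit of a membrane protein complex of the endoplasmic reticulum (1.91-fold), the nucleolar protein NOLC1 (1.85-fold), the palmitoyltransferase ZDHHC16 (1.74-fold), XAGE3 (1.74-fold), the syntaxin STX12 (1.71-fold), the kinetochore protein ZW10 (1.67-fold), CARNMT1 (1.61-fold), calretinin, encoded by CALB2 (1.60-fold), the glucosidase subunit GANAB (1.59-fold) and ZSCAN29 (1.58-fold). Without siFOXM1 replicate 1 the log2 differences were -0.42 for CPN1 (-1.18 with all arrays), -0.74 for PLAC8 (-1.16), 0.56 for EMC6 (0.94), 0.31 for CARNMT1 (0.69) and 0.22 for CALB2 (0.68). Without SCR replicate 1 they were -0.32 for CDKN3 (-0.99) and 0.36 for XAGE3 (0.80).
Of 26 target genes of p53, 22 were measured, and CCNG1 was the only member at least 1.5-fold lower (2 were without siFOXM1 replicate 2 or SCR replicate 1), with none higher. CDKN1A, the cell cycle inhibitor p21, had a log2 difference of -0.51, whereas PMAIP1 and BBC3, which promote apoptosis, had differences of 0.25 (0.10 without siFOXM1 replicate 1) and 0.20. The median of the group was -0.07, and -0.13 without SCR replicate 2. Limma's camera test gave an adjusted p of 0.145, and of 0.869 when the correlation between genes was estimated. Without an estimated correlation, the list passed camera when SCR replicate 1 was left out, with a median of -0.06. With all arrays, none of the 36 measured genes of the interferon response was 1.5-fold apart. Some members were so without siFOXM1 replicate 1 or without SCR replicate 2. The median was -0.09 (camera adjusted p = 0.145, and 0.869 with an estimated correlation), and -0.005 without SCR replicate 1. This list passed camera, without an estimated correlation, when siFOXM1 replicate 2 was left out (median -0.08). IFNB1 (-0.42, and -0.27 without SCR replicate 2) lay below the median level of the arrays, and the largest increase was in XAF1 (0.40, and 0.19 and 0.60 without SCR replicates 1 and 2). Among 17 measured genes of the unfolded protein and integrated stress responses, TRIB3 (0.39) and ATF3 (0.38, and 0.13 without siFOXM1 replicate 1) had the largest increases. With all arrays no gene was 1.5-fold apart, while ATF3 was so without siFOXM1 replicate 2 (0.64). The median was 0.06 (camera adjusted p = 0.224), 0.01 without siFOXM1 replicate 1 and 0.17 without siFOXM1 replicate 2.
No probe set passed an adjusted p of 0.05 in limma (the lowest was 0.709). An unadjusted p under 0.05 was found for 680 probe sets, or 3.09% of all, fewer than the share of 0.05 expected by chance. Of the 144 genes that were 1.5-fold apart, 92 had such a p, which selection by fold change favors. Of the 80 higher genes, 61 had no overlap between the groups, and of the 64 lower genes, 56, which a large difference of the means makes likely in itself. Over all genes, 27.3% had no overlap, against 33.3% expected by chance. Below the median level lay 94 of the 144 genes. The numbers of higher and lower genes changed to 232 and 123 without siFOXM1 replicate 2 and to 187 and 258 without SCR replicate 2, the lower genes numbered 143 without siFOXM1 replicate 1, and the higher genes numbered 141 without SCR replicate 1.

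**Figure D1:**
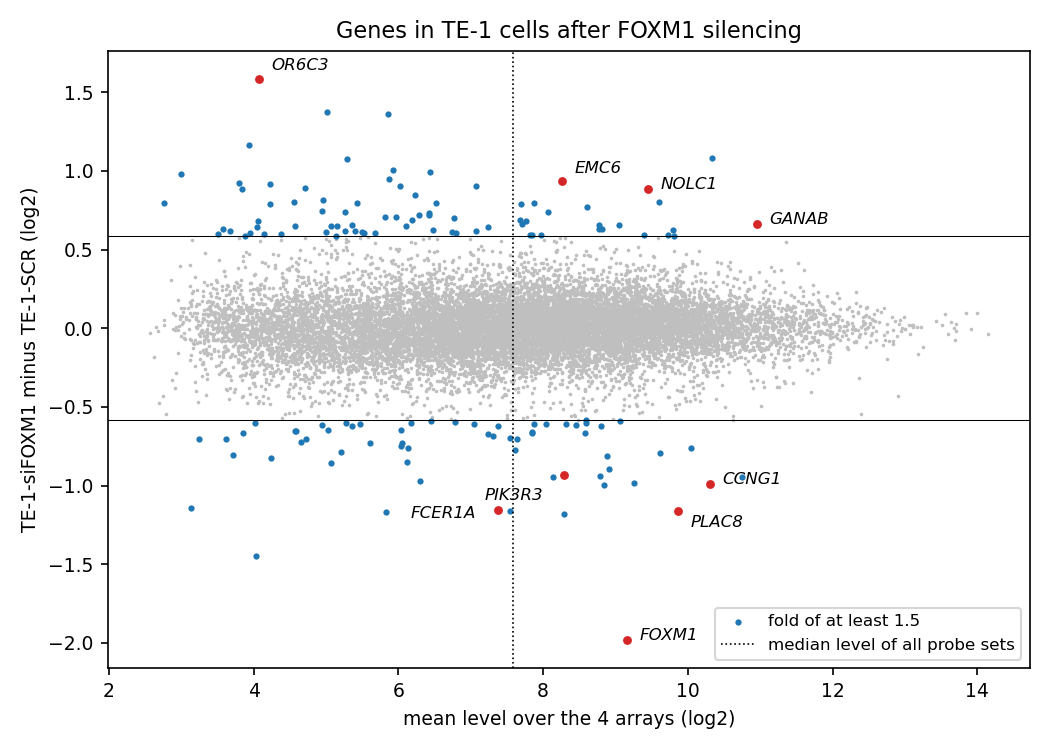
Each point is 1 gene, with its mean log2 level over the 4 arrays on the x axis and its log2 difference between TE-1-siFOXM1 and TE-1-SCR cells on the y axis. Blue points are the 144 genes at least 1.5-fold apart (horizontal lines), red points are named genes, and 94 of the 144 lie left of the dotted line at the median level of 7.58.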

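PIK3R3, a regulatory subunit of phosphoinositide-3-kinase, was 47.6% lower in TE-1-siFOXM1 cells, or 1.91-fold. Its log2 expression was 7.97 and 7.67 in the TE-1-siFOXM1 replicates (7.82 ± 0.21, SD, n = 2) and 9.14 and 8.36 in the TE-1-SCR replicates (8.75 ± 0.55, SD, n = 2), a difference of -0.93 (standard error 0.30, adjusted p = 1 from limma). Of 37 genes of the PI3K/AKT/mTOR pathway, 30 were measured, 4 were at least 1.5-fold lower and none was higher. Beside PIK3R3, these were RHEB, the GTPase that activates mTORC1 (1.81-fold), and the Rag GTPases RRAGC (1.76-fold) and RRAGD (1.52-fold), which bring mTORC1 to the lysosome. RRAGC and RRAGD were singled out after their values were seen, and RHEB lay below the median level of the arrays. The kinase AKT1 had a log2 difference of 0.27, RRAGB one of 0.23 (-0.07 without siFOXM1 replicate 1), and PIK3R1, another regulatory subunit, one of -0.08.
The median of the 30 genes was 0.01 and their mean was -0.08, which differ in sign, and the list did not pass camera (adjusted p = 0.423, lower). No member passed limma, whether adjusted over all probe sets or adjusted over the list alone. The 4 lower genes are all in Supplementary Table 4, which had been seen when the list was fixed, and PIK3R3 is the gene that the study chose from these arrays. They are not independent evidence. Without SCR replicate 1 only 1 member of the pathway was at least 1.5-fold lower, and the differences of PIK3R3 (-0.54) and RHEB (-0.50) fell short of the criterion. The paper takes PIK3R3 as a target of FOXM1 from several results. The PIK3R3 level fell after FOXM1 silencing on these arrays and by RT-qPCR, and it rose when FOXM1 was overexpressed. It was correlated with FOXM1 in tumors, and FOXM1 bound to the PIK3R3 promoter (Fig. 5). Phospho-AKT levels were higher under overexpression of FOXM1 or PIK3R3 and slightly lower after PIK3R3 silencing. PIK3R3 and phospho-AKT partially returned when FOXM1 was overexpressed in PIK3R3-silenced cells (Fig. 6). From these results the paper proposes that FOXM1 activates the PI3K/AKT pathway through PIK3R3.

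**Figure D2:**
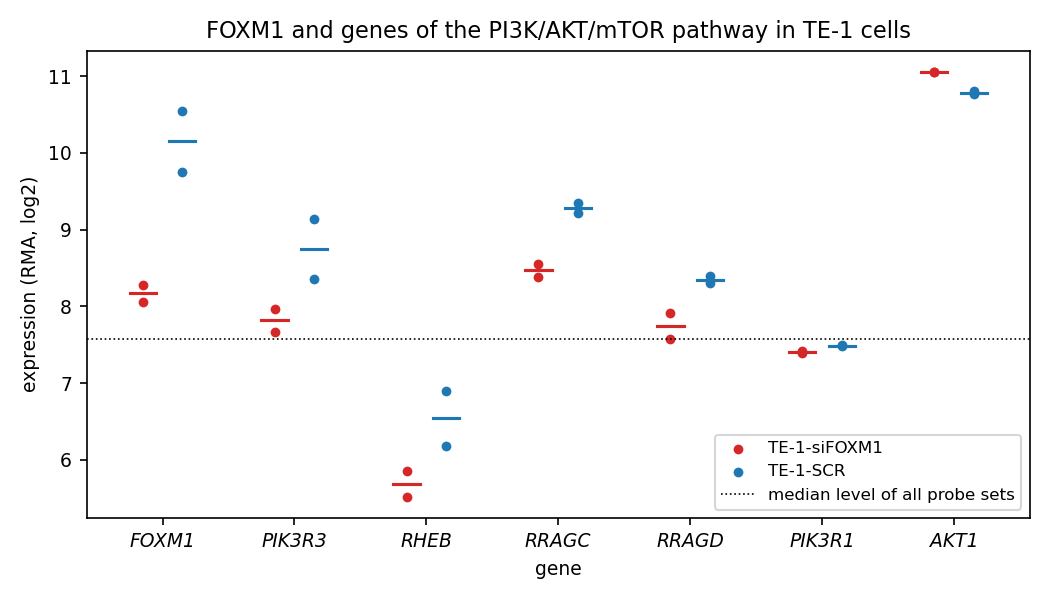
Log2 expression of FOXM1 and 6 genes of the PI3K/AKT/mTOR pathway, with each point 1 array, each bar the mean of 2 arrays and the dotted line the median level of all probe sets. The TE-1-siFOXM1 points of FOXM1, PIK3R3, RHEB, RRAGC and RRAGD lie below the TE-1-SCR points, and those of AKT1 lie above them. Those of PIK3R1 also lie below, with a difference of the means of only -0.08.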

*PIK3R3* expression was subsequently assessed in 57 ESCC and NSM paired samples, showing a 3.4-fold overexpression in tumors (Figure 4C). Additionally, a positive correlation was found between *PIK3R3* and *FOXM1* expressions in ESCC samples (Figure 4D). Noteworthy, was also observed correlation in fold-changes expression levels of *PIK3R3* and *FOXM1* (Figure 4E).

**Figure 4:**
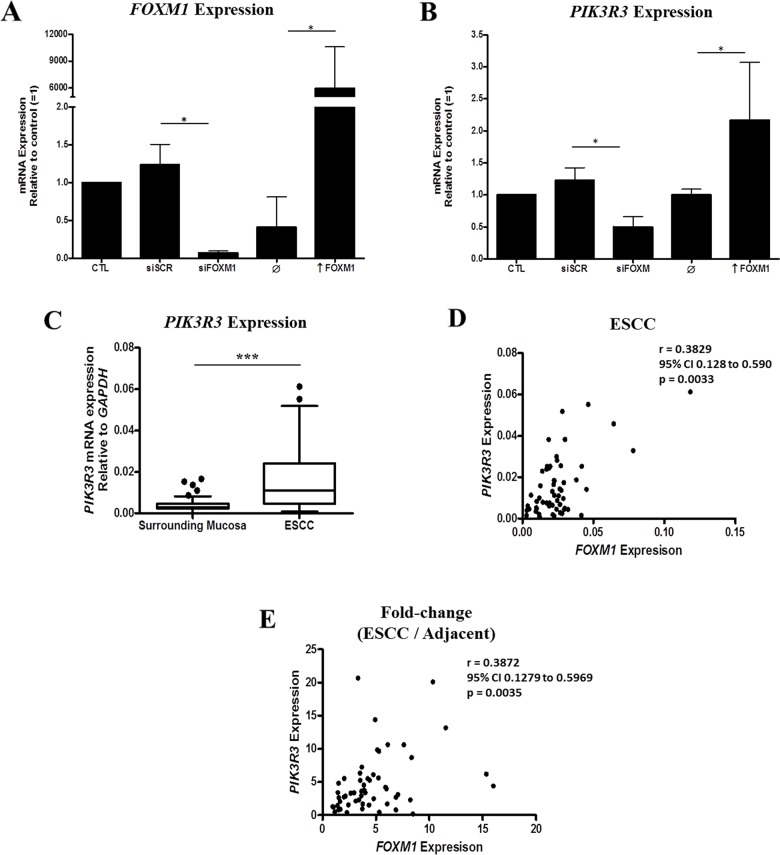
Identification of a positive association between *FOXM1* and *PIK3R3* expression in ESCC **(A)** *FOXM1* expression in TE-1 cell line transfected with siFOXM1 or pcDNA3a-FOXM1 (↑ FOXM1) (n = 3). **(B)** *PIK3R3* expression in TE-1 cell line transfected with siFOXM1 or pcDNA3a-FOXM1 (↑ FOXM1). SCR, scramble; siFOXM1, siRNA against *FOXM1* mRNA; ↑ FOXM1, pcDNA3a vector with FOXM1 gene (n = 3). **(C)** Box plot showing *PIK3R3* expression by RT-qPCR in ESCC and nonmalignant surrounding mucosa. **(D)** Correlation between *FOXM1* and *PIK3R3* expressions in tumor samples by RT-qPCR. **(E)** Correlation between fold-change expression (ESCC/nonmalignant surrounding mucosa) of *FOXM1* and *PIK3R3*.

Then, we investigated whether the correlation between FOXM1 and PIK3R3 expression might depend on the ability of FOXM1 to regulate PIK3R3 expression. Then, first we searched for potential FOXM1-binding sites (forkhead domain, FKHD) were searched in the *PIK3R3* promoter region. Eight FKHD were identified in six different regions (Figure 5A) and, furthermore, with three MYBL2 response elements at close FKHD sites (Supplementary Table 5). MYBL2 is a well-known cooperative transcriptional factor of FOXM1 [10].

**Figure 5:**
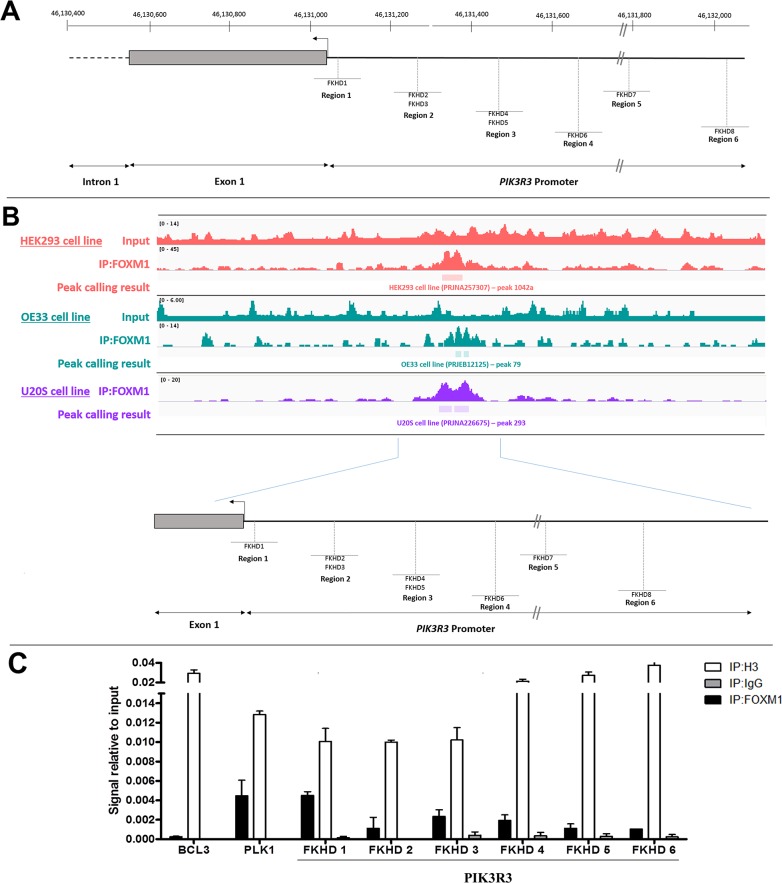
Binding of FOXM1 onto *PIK3R3* promoter region **(A)** Schematic representation of the position of putative the FOXM1 response elements (FKHD1–FKHD8) in the 5' regulatory region of *PIK3R3*. The interval 46,598,400 – 46,599,900 on Chr 1p is represented (reference: GRCh38. p2). The position of *PIK3R3* transcription initiation site and of exon 1 are shown. The proximal part of intron 1 is represented by a black hatched bar. The FKHDs analyzed are comprised in regions 1, 2 and 3 and are located about 10, 120 and 230 bases, respectively, upstream of the transcription initiation site. **(B)** Analyses of FOXM1 binding on 5' regulatory region of *PIK3R3* in different cell lines using ChIP-Seq data from SRA data-base. The ChIP-Seq binding patterns of FOXM1 in *PIK3R3* promoter sequence are compared in three cell lines, demonstrating common peaks. Peak calling result of FOXM1 ChIP-Seq in these three cell lines is demonstrated and show a significative peak on 5' regulatory region of *PIK3R3* (p<0.0001). **(C)** TE-1 cells was used for evaluation of FOXM1 binding to *PIK3R3* promoter. Cross-linked chromatin was immunoprecipitated with anti-FOXM1 antibody (IP:FOXM1) or with anti-histone H3 antibody (IP:Histone H3), used as a positive control, or with anti-normal rabbit IgG antibody (IP:IgG), used as a negative control. Following immunoprecipitation, purified DNA was analyzed by qPCR, using primers specific for regions of *PIK3R3* promoter region encompassing FKHD1-FKHD6. The amount of immunoprecipitated DNA in each sample is represented as a signal relative to the total amount of input chromatin (=1). BCL3 and PLK1 were used as negative and positive controls, respectively, for FOXM1 binding. Data presented in triplicate qPCR experiments ±SD.

Following identification of FKHD sites, the interaction between FOXM1 and the *PIK3R3* promoter was investigated. Analysis of FOXM1-ChIP-Seq data of three different cell lines, HEK293, OE33 and U20S showed statistically significant DNA peaks (p < 0.0001), corresponding to the *PIK3R3* promoter region, in all cell lines following FOXM1 immunopreciptation (Figure 5B). Moreover, ChIP assay performed in TE-1 cells showed that FOXM1 binds to all the FKHD evaluated within *PIK3R3* promoter region, confirming FOXM1-ChIP-Seq data analysis. The same result was observed for *PLK1* promoter region, used as FOXM1-binding positive control, since it is a known target of this transcriptional factor, whereas no FOXM1 binding onto *BCL3* promoter region, used as a negative control, was observed (Figure 5C).

The possibility that FOXM1 regulation of *PIK3R3* expression would activate the PI3K/AKT pathway was also investigated. FOXM1 overexpression in TE-1 cells was found capable of increasing PIK3R3 expression and the levels of phospho-AKT, the key effector of the PI3K/AKT pathway activity (Figure 6A). Furthermore, PIK3R3 overexpression in TE-1 cells also resulted in a remarkable increase of phospho-AKT levels, corroborating previous findings (Figure 6B). Consistently, *PIK3R3* silencing in TE-1 cells reduced PIK3R3 and, slightly, phospho-AKT levels. Moreover, *PIK3R3* silencing in TE-1 cells followed by induced *FOXM1* overexpression was capable of partially restoring both PIK3R3 and phospho-AKT levels, similarly to SCRsi controls (Figure 6C). Therefore, these results indicated that FOXM1-induced AKT phosphorylation might be mediated by PIK3R3 upregulation.

**Figure 6:**
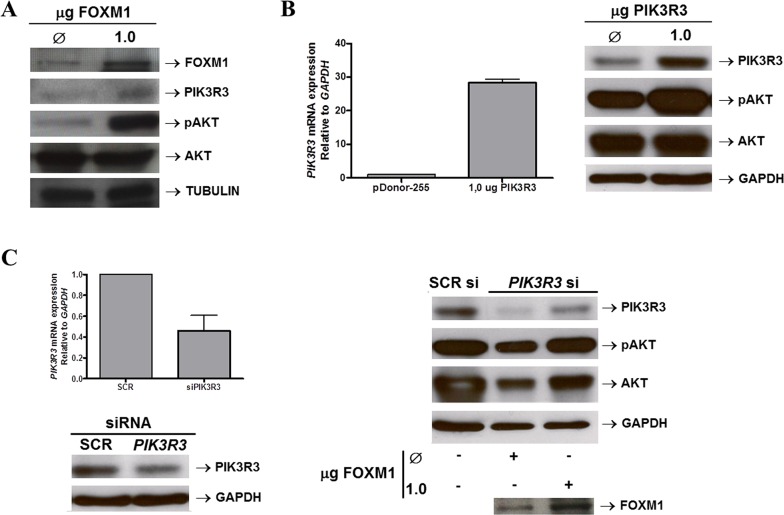
FOXM1 activates PIK3/AKT pathway by upregulating PIK3R3 **(A)** FOXM1 expression was induced in the ESCC-derived cell line TE-1 by transfection of 1μg of a FOXM1 expression vector (pcDNA3-FOXM1). Control TE-1 cells (Ø) were transfect with1μg of a control, empty vector (pcDNA3). Western blot analysis shows the induction of FOXM1, evaluated as a positive control, PIK3R3 and phospho-AKT levels upon FOXM1 overexpression. AKT expression was also evaluated and did not show significant changes after FOXM1 overexpression. Tubulin expression was evaluated as loading control. **(B)** PIK3R3 expression was induced in the ESCC-derived cell line TE-1 by transfection of 1μg of a PIK3R3 (pDonor255-PIK3R3). Control TE-1 cells (Ø) were transfect with1μg of a control, empty vector (pDonor255). RT-qPCR analysis show PIK3R3 induced mRNA expression following the PIK3R3 expression vector transfection in TE-1 cells (left panel). Western blot analysis (right panel) shows the induction of PIK3R3, evaluated as a positive control, PIK3R3 and phospho-AKT levels upon PIK3R3 overexpression. AKT expression was also evaluated and did not show significant changes after FOXM1 overexpression. GAPDH expression was evaluated as loading control. **(C)** TE-1 cells were silenced for*PIK3R3* by transfecting specific siRNA. Control cells were transfected with a non-specific siRNA sequence (SCRsi). Following *PIK3R3* silencing, TE-1 cells had FOXM1 levels induced by transfection of a FOXM1 expression vector (pcDNA3-FOXM1). Control TE-1 cells (Ø) were transfect with1μg of a control, empty vector (pcDNA3). (Left panel)RT-qPCR and Western blot analyses show that *PIK3R3* silencing was efficient and reduced both PIK3R3 mRNA and protein levels. (Right panel) PIK3R3, phospho-AKT and AKT levels were evaluated, by Western blot, in TE-1 *PIK3R3*-silenced cells and overexpressing FOXM1. The decrease in PIK3R3 levels was partially restored after FOXM1 overexpression and resulted in an increase of phospho-AKT levels, as well as a slight increase of those of AKT. GAPDH expression was evaluated as loading control.

Survival analysis, with respect to gene expression, after age and tumor stage adjustments, revealed that high *FOXM1* expression was associated with a poor ESCC patients prognosis, presenting a 2.73-fold increase of the risk of death (p = 0.03; 95% CI 1.11-5.93). In a similar way, *PIK3R3* expression was also related to worse prognosis, with a 2.69-fold increase of the risk of death (p = 0.026, 95% CI 1.20-7.27). Finally, the Cox's Regression Models including both genes showed that survival was associated only to *PIK3R3* expression (p = 0.031, 95% CI 1.09-6.79), patients with high *PIK3R3* expression showed a 2-fold lower survival time than those with low *PIK3R3* expression (9.13 months versus 18.5 months) (Figure 7). On the other hand, expression levels of *PLK1* (p = 0.99), *ETV5* (p = 0.83), *CDK1* (p = 0.36), *MMP9* (p = 0.92), *MMP12* (p = 0.39), and *CCNB1* (p = 0.11) were found to be unrelated to outcome.

**Figure 7:**
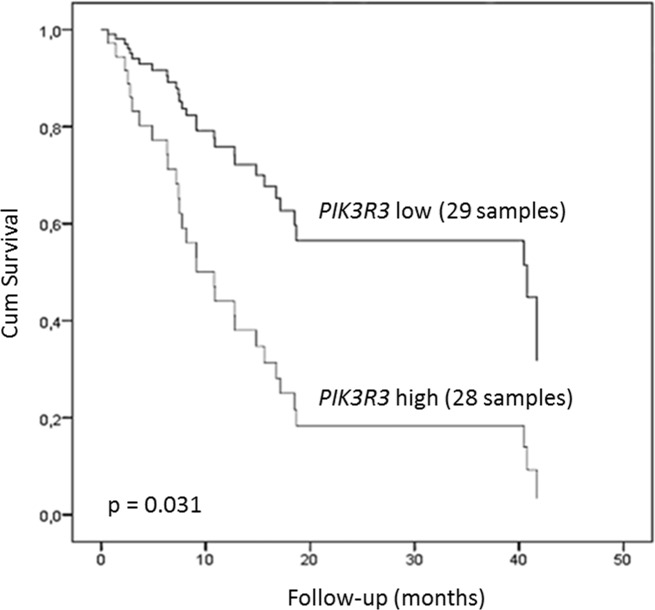
Clinical relevance of *FOXM1* and *PIK3R3* expression in ESCC Kaplan–Meier plot of ESCC patients overall survival. Patients were plotted according to *PIK3R3* expression level. High and low expression groups of patients were established according to *PIK3R3* tumor expression median value (0.010972226). Data are adjusted by age, stage, and *FOXM1* expression. ^*^ p < 0.05; ^***^ p < 0.0001; Abbreviations: r, Spearman correlation coefficient; CI, confidence interval.

## DISCUSSION

In this study, FOXM1 was shown to play a crucial role in modulating the expression of several genes in ESCC. A novel FOXM1 target, *PIK3R3*, was identified, and its overexpression was not only shown to mediate FOXM1-activation of the PI3K/AKT pathway, but also to confer poor prognosis to ESCC patients.

The ESCC global gene expression profile identified 1,328 differentially expressed genes in ESCC compared to their counterparts in paired NSM samples. Paired sample size above 12 did not provide additional significant information on DEG number, suggesting that 15 paired samples were adequate for identifying the most common differentially expressed genes in ESCC.

Master regulator and pathway enrichment analyses identified FOXM1 as a central transcriptional factor responsible for DEG in ESCC. *FOXM1* as well as some of its regulated genes, like *CCNB1*, *CDK1*, *PLK1*, *ETV5*, *MMP9,* and *MMP12*, were found to be overexpressed in ESCC and their expression was positively correlated. FOXM1 overexpression has also been reported in several tumors, such as hepatocellular, pancreatic, colorectal and laryngeal cancer [11–14], with involvement in different mechanisms of oncogenesis, like cell proliferation, invasion, angiogenesis, and metastasis [15–19]. Previous reports on FOXM1 expression in ESCC showed that low levels of cytoplasmic FOXM1 were associated with the initial phase of esophageal carcinogenesis [20] while its nuclear expression negatively affected patient survival [21]. Furthermore, increased FOXM1 expression through deregulation of miR204 has been shown to contribute to the epithelial-mesenchymal transition of ESCC cells and to be associated with ESCC invasion [22]. Among FOXM1 targets, CCNB1 and PLK1 levels have been described as prognostic biomarkers for ESCC [23, 24], whereas MMP12 expression was shown to be associated with ESCC progression [25]. In esophageal adenocarcinoma, changes in the expression of network genes regulated by FOXM1 have been useful in predicting prognosis [26]. Altogether, with the findings herein reported, these studies suggest that FOXM1 plays a central role as a transcriptional factor in esophageal carcinogenesis.

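No shift that held across the arrays was found in TE-1-siFOXM1 cells for genes of the G2 phase and of mitosis, the best known class of FOXM1 targets. Of 57 listed genes, 47 were measured, 46 were less than 1.5-fold apart from TE-1-SCR cells, and CDKN3, a phosphatase of cyclin-dependent kinases, was 1.98-fold lower. The mitotic kinase PLK1 had a log2 difference of 0.11 (standard error 0.37), CDK1 one of -0.18 (standard error 0.23) and cyclin B1, encoded by CCNB1, one of -0.57 (standard error 0.42). TOP2A and BIRC5 had the largest increases, with 0.22 each. Among other genes overexpressed in ESCC, the transcription factor ETV5 had a difference of -0.28, and the matrix metalloproteinases MMP9 and MMP12, both below the median level of the arrays, had differences of -0.06 and -0.05.
The median of the 47 genes was -0.02 (camera adjusted p = 0.501, and adjusted p = 0.969 with an estimated correlation), and none passed limma, whether adjusted over all probe sets or adjusted over the list alone. The replicates numbered 1 exceeded those numbered 2 on these genes by a median of 0.46. Leaving out 1 array unbalances the replicate numbers between the groups and brings part of this difference into the comparison. The group median was then -0.23 without siFOXM1 replicate 1, -0.28 without SCR replicate 2 and 0.22 without SCR replicate 1. Within the replicates numbered 1 the group median was -0.08, and within those numbered 2 it was 0.01. Lower by 1.5-fold were 7 of these genes without SCR replicate 2, 3 without siFOXM1 replicate 1 and 0 without SCR replicate 1, and 1 was higher without SCR replicate 1 or siFOXM1 replicate 2. CDKN3 had a difference of -0.32 and CCNB1 of -0.02 without SCR replicate 1, and CCNB1 had one of -1.11 without SCR replicate 2. Without SCR replicate 1 and without SCR replicate 2, the differences were 0.52 and -0.30 for PLK1, 0.07 and -0.42 for CDK1, -0.05 and -0.51 for ETV5, 0.10 and -0.19 for MMP12, 0.50 and -0.05 for BIRC5 and 0.42 and 0.02 for TOP2A. Within the replicates numbered 1 and 2, each 1 array against 1, they kept their sign for most of these genes. They were 0.05 and 0.18 for PLK1, -0.25 and -0.10 for CDK1, and -0.32 and -0.25 for ETV5. For CCNB1 they were -0.82 and -0.31, for BIRC5 0.21 and 0.23 and for TOP2A 0.16 and 0.28. Those of MMP12, -0.25 and 0.16, differed in sign. The difference of MMP9 was -0.00 without siFOXM1 replicate 1. None of 39 genes of the G1/S transition and DNA replication was 1.5-fold apart, with CCNE1 (-0.21) and MCM6 (-0.22) the lowest (-0.13 and -0.14 without SCR replicate 1) and ORC6 (0.19, and 0.06 without siFOXM1 replicate 1) the highest, and a median of 0.03 (camera adjusted p = 0.896). None of 6 genes of the MuvB and DREAM complexes, of which MuvB with MYBL2 recruits FOXM1 to mitotic genes and DREAM represses them, was 1.5-fold apart. RBL1 (0.30, and 0.10 without SCR replicate 1) was the highest. The median was 0.08 (camera adjusted p = 0.359), -0.08 without SCR replicate 2 and 0.17 without siFOXM1 replicate 2.

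**Figure D3:**
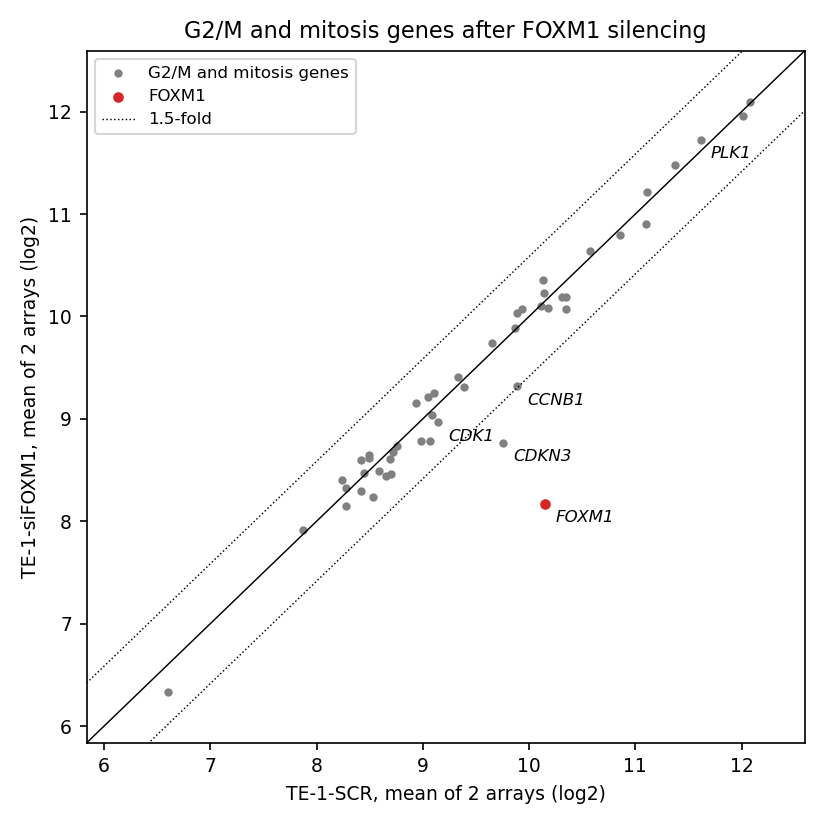
Mean log2 expression of the 47 genes of the G2 phase and mitosis (gray) and of FOXM1 (red) in TE-1-SCR cells on the x axis and TE-1-siFOXM1 cells on the y axis, each the mean of 2 arrays. The solid line marks equal levels and the dotted lines 1.5-fold, and of the gray points only CDKN3 lies beyond a dotted line.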

Comparisons of gene expression profiles of *FOXM1* silenced and control TE-1 cells were successful in identifying FOXM1 targets in ESCC by microarray analysis. One of these DEG, a novel potential *FOXM1* target, *PIK3R3* was underexpressed following *FOXM1* abrogation in TE-1 cells, while *PIK3R3* was found to be overexpressed and positively correlated with *FOXM1* expression in ESCC samples.

Reanalysis of open access ChIP-Seq data on FOXM1 immunoprecipitation showed that FOXM1 binds to a region containing FKHD elements in the *PIK3R3* promoter in different cell lines. Moreover, ChIP assay performed in TE-1 cells showed that FOXM1 directly interacts with its consensus regions within *PIK3R3* promoter. Specifically, FOXM1 binding to FKHD 1 region, harbored in *PIK3R3* promoter, shows similar levels to that presented in *PLK1* promoter, reinforcing the hypothesis that *PIK3R3* is transcriptionally regulated by FOXM1 in ESCC. These findings were coincident with previous reports on the binding of the FOXM1conserved domain with FKHD motif (RYAAAYA) DNA regions [27].

PIK3R3 (p55γ subunit) is a regulatory subunit forming heterodimers with class IA p110α catalytic subunit (PIK3CA) [28], the most studied catalytic subunit in cancer [29]. Compared with other regulatory subunits encoded by *PIK3R1* and *PIK3R2*, p85α and p85β respectively, PIK3R3 contains a unique NH2 terminal region that triggers specific functions mediated by binding to key cell growth proteins, including pRB1 (retinoblastoma protein) and PCNA (proliferating cell nuclear antigen) [30]. *PIK3R3* overexpression has been shown to play a role in colon, liver, and pancreatic tumors by promoting proliferation, migration and invasion across the epithelial-mesenchymal transition [31].

Induced *FOXM1* overexpression in TE-1 cells led to increased levels of both PIK3R3 and phospho-AKT, while increased phospho-AKT levels were also detected with *PIK3R3* overexpression. Additionally, FOXM1 overexpression in *PIK3R3*-silenced TE-1 cells partially restored PIK3R3 levels and, consequently, those of phospho-AKT. These findings lead us to propose that FOXM1 overexpression induced activation of the AKT/PI3K pathway by upregulating PIK3R3 expression.

PI3K signaling is activated in human cancers by several different mechanisms, including mutations or amplification of genes that encode key components of the PI3K pathway, like *PIK3CA* and *AKT1*, or loss of *PTEN* [32]. *PIK3CA* and *PTEN* non-concurrent mutations have been shown to occur in 13% and 9% of ESCC, respectively, while *PIK3CA* amplification has not been observed in ESCC [33]. Other studies have reported the presence of *PIK3CA* mutations in 2 -17% of the ESCC samples [34–36]. However, *PIK3CA* overexpression or *PIK3R1* and *PTEN* underexpression were not herein detected by microarray analysis. These findings further supported our proposition that *PIK3R3* overexpression, induced by FOXM1, is a mechanism for activation of the PI3K/AKT pathway in ESCC.

Interestingly, it has been shown that the phosphorylation cascade triggered by PI3K/AKT may indirectly result in FOXM1 activation by inhibiting FOXO3. FOXO3 is a transcriptional antagonist of FOXM1, acting in three different ways: (i) displacing FOXM1 from the FKHDs of target genes, (ii) transcriptionally silencing FOXM1 and (iii) recruiting chromatin-remodeling proteins, which promote chromatin condensation and limit the access of transcription factors, such as FOXM1. In this way, activation of the PIK3/AKT signaling pathway inhibits FOXO3 and indirectly induces FOXM1 activity [19]. Together with our data, these observations suggest an intricate positive feedback between FOXM1 and PI3K/AKT pathway, which may contribute to ESCC carcinogenesis.

The high expression of *FOXM1* and *PIK3R3* was associated with a poor overall survival rate, although multivariate analysis showed that *PIK3R3* expression was classified an independent prognostic variable. This observation might indicate that previous results associating FOXM1 expression with a worse prognosis of ESCC patients may do so through the induction of *PIK3R3* [33, 34]. Altogether, these results suggest that inhibition of the PI3K/AKT pathway might be a useful strategy for targeted treatment of ESCC patients. At present, phase II studies using the pan-PI3K inhibitor BKM120 with ESCC patients are underway [37].

We conclude that FOXM1 seems to play a central role in determining gene expression profile of ESCC, and stimulates the PI3K/AKT pathway by inducing *PIK3R3* expression, which is associated with a worse prognosis in ESCC patients. Further work in independent cohorts is required for validating its role as a prognostic biomarker and functional studies are needed for demonstrating *PIK3R3* contribution to esophageal carcinogenesis.

## MATERIALS AND METHODS

### Paired samples of tumor and nonmalignant surrounding mucosa

A total of 57 paired biopsies of ESCC and nonmalignant surrounding mucosa (NSM; histopatologically normal mucosa, 3 to 5 cm from tumor borders) were collected between 2006 and 2014 by the Endoscopy Service of the Instituto Nacional de Câncer (Rio de Janeiro, Brazil). Histopathological profiling was performed by the Pathology Department. At time of collection, patients had not undergone chemotherapy or radiotherapy. Samples were separated into two groups: an investigation set (15 pairs of ESCC and NSM) and a validation set (42 pairs), while all samples were used for overall survival analysis.

Patients signed an informed consent allowing the use of samples and clinicopathologic data (Supplementary Table 6), and the project was approved by the institutional Ethics Committee.

### ESCC gene expression profiling

Total RNA was isolated from frozen biopsies with RNeasy Mini Kit (Qiagen, Inc.) and cDNA was synthesized with WT Expression Kit, biotinylated, and applied to genechip Human Exon 1.0 ST array (Affymetrix, Inc.). cDNA samples from the same patients were processed in the same batch. The raw data were normalized in Expression Console software (Affymetrix) using the robust multi-array average (RMA) method. Subsequent analysis of gene expression data was carried out with the freely available statistical computing language R using the Limma package available from the Bioconductor project to obtain quantitative expression levels for coding genes. Differentially expressed genes (DEG) were identified by the following criteria: p < 0.05, fold-change expression cutoff |2.0|, and linear step-up false discovery ratio with p ≤ 0.05. Microarray data are available at GEO Accession Browser (accession number GSE75241 and GSE75243) [38–40].

### Enrichment and master regulator analyses of differentially expressed genes

Post-processing analyses of DEG were performed with Gene Ontology and KEGG database using WEB-based gene set analysis toolkit [41]. A hypergeometric test was used for enrichment evaluation analysis, with statistical parameter p < 0.001, following Benjamini & Hochberg for multiple test adjustment.

The ARACNE algorithm was used for identifying the master regulators of the ESCC expression profile. This algorithm relies on expression data for calculating pairwise Mutual Information (MI). These findings were used to build an interaction model between the differentially expressed transcription factors (TF) and DEG, looking forward to identifying whether TF activation might be responsible for the transition from surrounding mucosa to tumor. The transcriptional network was built with the RTN package [42], generating a degree of statistical dependency between these variables [43]. Master Regulator Analysis (MRA) identified DEG in each regulon with Fisher's exact test, indicating transcription factors that might be operating as master regulators of the observed gene expression profile (p < 0.05) [44].

### DNA microarray validation by quantitative PCR

Thirteen DEG and one gene without differential expression were selected for validation by RT-qPCR (Supplementary Table 7). cDNA was synthesized with SuperScript^TM^ II Reverse Transcriptase (Invitrogen^®^) and quantitative PCR was carried out with Quantifast SYBR Green PCR kit (Qiagen) in an RG 6000 thermal cycler (Qiagen). Gene expression was normalized with respect to *GAPDH* expression, and relative quantification was estimated by the ΔCt method [45].

### Cell line and treatments

The ESCC cell line TE-1 was used for *in vitro* analyses. The TE-1 cell line was kindly provided by Dr. Pierre Hainaut (IARC, France). Cells were authenticated using Powerplex 18D STR System (Promega) and were routinely tested for Mycoplasma using Mycosensor PCR assay kit (Agilent). *FOXM1* and *PIK3R3* expression was silenced in separate assays using 2×10^5^ cells/ well / 2 mL, twice transfected into 6-well plates, at one 24 hour interval, one with specific siRNA targeting *FOXM1* (sc-43769, Santa Cruz, 1 μl of a 20 μM solution), and another targeting *PIK3R3* (AM16708, Ambion, 1μl of a 20μM solution); each one with a negative siRNA control (siRNA control A, sc-37007, Santa Cruz, or SCR siRNA, #4611, Ambion) using Lipofectamine 2000 (Invitrogen). Cells were harvested 24 h following the second transfection. *FOXM1* and *PIK3R3* overexpression was induced using the same amount of TE-1 cells, separately transfected into 6-well plates with increasing amounts of pcDNA3-FOXM1 [46], PIK3R3 (#70460, Addgene) expression vectors, and an empty vector (pcDNA3, Invitrogen, or pDonor255, Gateway^®^ pDONR™ Vectors, Invitrogen) for negative controls. Cells were harvested 24 hours after transfection. Following *PIK3R3* silencing, cells were transfected for *FOXM1* overexpression, using a transfection with the empty vector as control, 6 hours after the second *PIK3R3* silencing transfection. Twenty four hours later, cells were collected.

DNA microarray analysis was carried out with the ESCC-derived cell line, TE-1, with and without *FOXM1* silencing, each with two replicates. A 1.5-fold, change-in-expression cutoff was used for identifying differentially expressed genes following *FOXM1* silencing.

ChIP assay was performed in TE-1 cells. Firstly, 1% formaldehyde was added to culture medium for 10 min at room temperature to cross-link DNA and proteins, followed by neutralization by addition of glycine (pH 2.5). Cells lysis, immunopreciptation and DNA isolation were performed with SimpleChIP^®^ Enzymatic Chromatin IP Kit (Magnetic Beads) according to the manufacturer's protocol (Cell Signaling). Lysates were sonicated and FOXM1 immunopreciptation was performed with 9 μg of FOXM1 antibody (FOXM1 (C-20): sc-502, Santa Cruz). Immunopreciptation with histone H3 and IgG antibodies was used as positive and negative controls, respectively (Cell Signaling). Quantitative PCR with specific primers for forked head domain regions (FKHD) was carried out for evaluating the amount of immunopreciptated DNA, as well as for *PLK1* and *BCL3* promoters regions, positive and negative FOXM1-binding controls, respectively (Supplementary Table 2).

Western Blotting analyses was carried out following protein extraction from cells with RIPA-like buffer (250 mM NaCl, 50 mM TRIS-HCl pH 7.4, 0.1% SDS, 2 mM DTT and 0.5% NP-40) containing protease inhibitors (Complete-Mini, Roche). Protein concentration was determined by Bradford assay (Bio-Rad). Standard curve was estimated with bovine serum albumin (BSA) and 50 μg of total protein extract in 8.0% SDS PAGE (PAGE). Proteins were transferred to a nitrocellulose membrane (Roche) and probed with appropriate antibodies for 1 hour. Anti-FOXM-1 (sc-502, Santa Cruz) and anti-PIK3R3 (ab186612, Abcam) were used at 1:250 and 1:100 dilutions, respectively, and anti-pAKT (4060, Cell Signaling), anti-pan AKT (SAB4300259, Sigma) and anti-GAPDH (sc-32233, Santa Cruz) primary antibodies were used at 1:1,000 dilutions. Membranes were subsequently incubated with horseradish peroxidase-conjugated secondary antibody (1:10,000) for 1 hour, and detection was performed with enhanced chemiluminescence (ECL Kit, Amersham).

### Statistical and *in silico* analyses

Differences in gene expression between ESCC and NSM were evaluated with RT-qPCR, paired t test or Wilcoxon matched pair test. Pearson or Spearman's rank correlation was used for assessing whether the expression of different genes were correlated using GraphPad Prism 5 software. Univariate survival was estimated by the Kaplan–Meier method and log-rank test. Variables with p < 0.2 were selected for multivariate analysis. Finally, Cox regression was applied with the stepwise forward method. For best coverage of important variables, we included those with statistical and clinical significance on outcome, like age and tumor stage. SPSS 20.0 software was used for survival analyses.

MatInspector software was used for identifying FOXM1-binding sites (FKHD) in the 5'sequence of *PIK3R3* coding region (sequences GXP_260387-PIK3R3/Human, GXP_1817525-PIK3R3/Human, and GXP_4400643-PIK3R3/Human) [47]. Sequences derived from FOXM1 ChIPp-Seq experiments using three cell lines: HEK293, OE33, and U20S, derived from embryonic normal kidney, esophageal adenocarcinoma and osteosarcoma, respectively (NCBI Bioprojects accession numbers PRJNA257307, PRJEB12125 and PRJNA226675), were downloaded from SRA database and analyzed with SraToolkit, FASTQc, bowtie toll and IGV toll [48–50].

## SUPPLEMENTARY MATERIALS FIGURE AND TABLES

# Supplementary material for: Esophageal squamous cell carcinoma transcriptome reveals the effect of FOXM1 on patient outcome through novel PIK3R3 mediated activation of PI3K signaling pathway
**Source:** Oncotarget. 2018 Mar 30;9(24):16634–47. doi: 10.18632/oncotarget.24621
**Supplement:** Supplementary file 1

Esophageal squamous cell carcinoma transcriptome reveals the effect of *FOXM1* on patient outcome through novel PIK3R3 mediated activation of PI3K signaling pathway

SUPPLEMENTARY MATERIALS

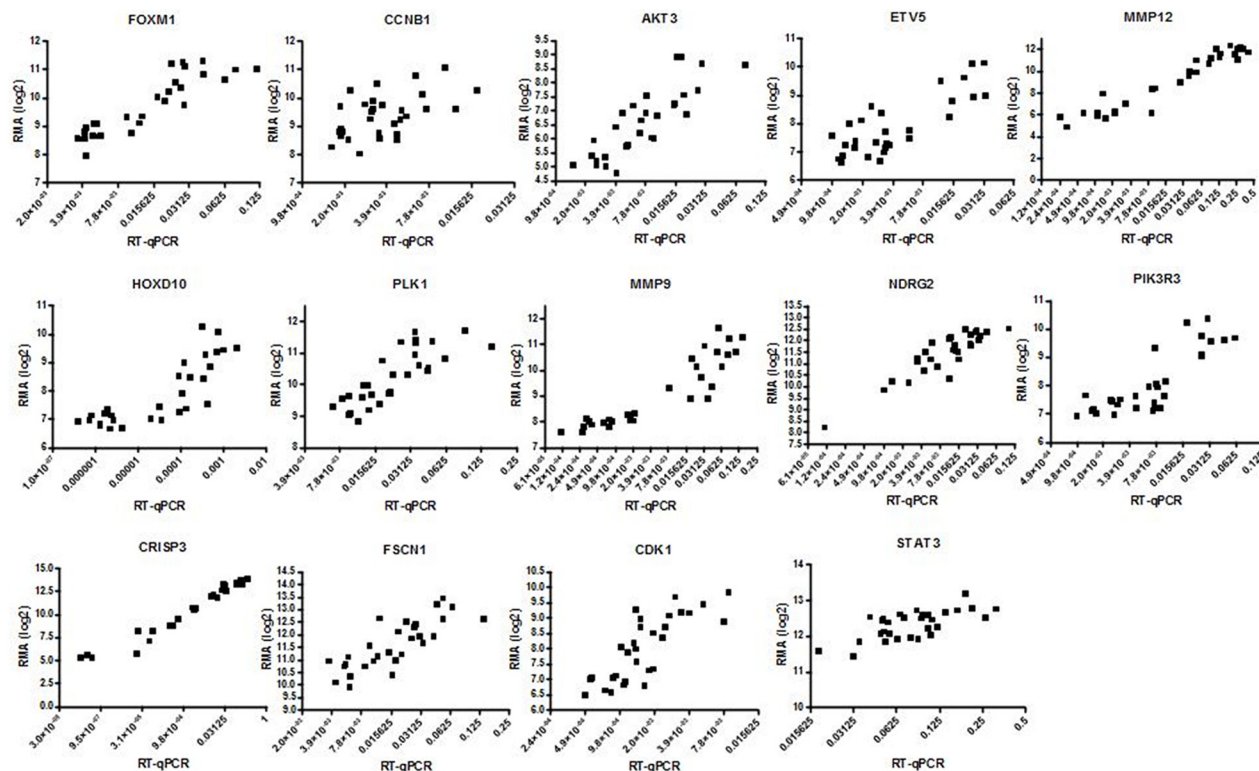

Supplementary Figure 1: Scatter plots of correlation between DNA microarray and RT-qPCR. Microarray values are in log₂ scale, whereas RT-qPCR gene expression values are relative to *GAPDH*. All individual genes showed a significant p value ($p < 0.05$). The correlation coefficients for each gene were as follows: *FOXM1*, $r = 0.89$; *CCNB1*, $r = 0.44$; *AKT3*, $r = 0.66$; *ETV5*, $r = 0.68$; *MMP12*, $r = 0.93$; *HOXD10*, $r = 0.83$; *PLK1*, $r = 0.83$; *MMP9*, $r = 0.92$; *NDRG2*, $r = 0.83$; *PIK3R3*, $r = 0.78$; *CRISP3*, $r = 0.96$; *FSCN1*, $r = 0.84$; *CDK1*, $r = 0.79$; *STAT3*, $r = 0.64$.

Supplementary Table 1: Differentially expressed genes (DEG) between ESCC and nonmalignant surrounding mucosa identified by gene expression DNA microarray. DEG are sorted according to the absolute variation in expression. Fold-change is based on log2. NA, gene symbol corresponding to un-annotated probe.

See Supplementary File 1

Supplementary Table 2: Major regulator gene outcome of transcriptional network analysis. The 176 transcriptional factors described as responsible for ESCC gene expression profile are sorted by adjusted p value.

See Supplementary File 2

Supplementary Table 3: Matrix of correlation analyses between *FOXM1* and its pathway members

	Tumor Gene Expression						
	FOXM1	ETV5	PLK1	CDK1	MMP9	MMP12	CCNB1
**FOXM1**		0,217	0,471	0,469	0,081	0,153	0,103
**ETV5**	0,1043		0,281	0,351	0,364	0,307	0,272
**PLK1**	0,0002	0,035		0,757	0,350	0,473	0,419
**CDK1**	0,0002	0,008	9,2E-12		0,383	0,397	0,366
**MMP9**	0,5486	0,005	7,6E-03	0,003		0,713	0,397
**MMP12**	0,2568	0,020	2,0E-04	0,002	4,8E-10		0,368
**CCNB1**	0,4444	0,041	1,2E-03	0,005	2,2E-03	0,005	
	Expression Fold Change						
	FOXM1	ETV5	PLK1	CDK1	MMP9	MMP12	CCNB1
**FOXM1**		0,363	0,600	0,611	0,304	0,398	0,435
**ETV5**	0,005		0,314	0,346	0,474	0,383	0,273
**PLK1**	0,000	0,017		0,688	0,404	0,455	0,707
**CDK1**	0,000	0,008	3,3E-09		0,314	0,328	0,597
**MMP9**	0,022	0,000	1,8E-03	0,017		0,695	0,342
**MMP12**	0,002	0,003	3,8E-04	0,013	2,0E-09		0,540
**CCNB1**	0,001	0,040	7,9E-10	0,000	9,3E-03	1,4E-05	

This file has two matrices, the first one describing correlation analysis of gene expression in tumors and the second one showing data for fold-change in expression. Black values, correlation coefficients; Red values, p values.

Supplementary Table 4: Differentially expressed genes (DEG) after *FOXM1* silencing in ESCC-derived TE-1 cell line.

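Several gene families recur among the genes of this list, and they were described on all their measured members. Of 225 olfactory receptor genes, 15 were at least 1.5-fold higher in TE-1-siFOXM1 cells and 5 were lower. OR6C3 was 3.00-fold higher (4.87 ± 0.35 against 3.28 ± 0.19, SD, n = 2 in each group), at a level far below the median of the arrays. Of 34 genes of keratin-associated proteins, which build hair keratin, 4 were higher and 1 was lower. Of 311 zinc finger genes with ZNF symbols, most of which encode DNA-binding proteins, 6 were higher and none was lower, among them ZNF616 (1.93-fold) and ZNF468 (1.87-fold). None of 3 measured metallothionein genes, which encode metal-binding proteins, was 1.5-fold apart. MT1G had a log2 difference of 0.47, MT1B one of 0.37 (0.15 without SCR replicate 2) and MT1X one of 0.14, with overlap between the groups. None of 44 replication-dependent histone genes was 1.5-fold apart, and H4C8 had the largest difference, 0.49.
Against the other genes, camera gave an adjusted p of 9.36e-05 for the zinc finger genes (median 0.07), with adjusted p = 0.869 with an estimated correlation and adjusted p = 0.0511 among probe sets at or above the median level. It gave 0.0289 for the metallothionein genes (median 0.37), with adjusted p = 0.869 with an estimated correlation, 0.439 without siFOXM1 replicate 2 and 0.144 without SCR replicate 1. The adjusted p was 0.247 for the olfactory receptors (median 0.03), 0.423 for the keratin-associated proteins (median 0.05) and 0.737 for the histones (median 0.03). With an estimated correlation, camera gave an adjusted p of 0.869 for the olfactory receptors, 0.961 for the keratin-associated proteins and 0.969 for the histones. With the preset correlation, the zinc finger genes kept their call without each single array, with medians from 0.02 to 0.13. The calls of the other lists changed when single arrays were left out. These families were listed because the study's table names members of them, so their direction is not independent evidence. The log2 differences of KRTAP21-1 (1.38) and KRTAP6-2 (1.00) were -0.20 and -0.06 without SCR replicate 1, OR1N1 (1.36) had 0.36 without it, and without siFOXM1 replicate 1 KRTAP20-1 (-1.17) had 0.15, ZNF468 (0.90) had 0.42 and H4C8 had 0.02. The counts of higher and lower keratin-associated protein genes were 0 and 2 without SCR replicate 1, and 2 and 2 without siFOXM1 replicate 2. They were 6 and 2 without SCR replicate 2 and 4 and 0 without siFOXM1 replicate 1. Those of zinc finger genes were 21 and 1 without siFOXM1 replicate 2, 11 and 1 without SCR replicate 2, and 4 and 1 without siFOXM1 replicate 1, with 0 higher among probe sets at or above the median level. Those of olfactory receptors were 28 and 19 without SCR replicate 2, 21 and 9 without siFOXM1 replicate 1, 18 and 12 without siFOXM1 replicate 2, and 16 and 3 without SCR replicate 1. Without siFOXM1 replicate 2, 3 histone genes were 1.5-fold higher, without SCR replicate 1, 2 were higher, without SCR replicate 2, 1 was lower. Among the metallothionein genes, MT1X was at least 1.5-fold higher without siFOXM1 replicate 1 or without SCR replicate 2. MT1B was so without SCR replicate 1, with a log2 difference of 0.59.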

DEG are sorted by absolute fold change (linear) values. 

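On the arrays of TE-1 cells, 720 probe sets were at least 1.5-fold apart between TE-1-siFOXM1 and TE-1-SCR cells. Of these, 151 carried 1 gene symbol in the platform's annotation, 68 carried several symbols and 501 carried none. The probe sets with 1 symbol or several numbered 122 among the higher and 97 among the lower. Of the 222 genes that the study lists, 142 had a probe set with 1 symbol, and for 132 of them the fold change calculated here lay within 0.02 of the listed value. FOXM1 and PIK3R3 were among these 132. Of the 80 other genes, 64 occurred only in probe sets with several symbols and 16 in no named probe set. Among the 142 genes, both TE-1-siFOXM1 arrays lay on the listed side of both TE-1-SCR arrays for 111, an unadjusted limma p under 0.05 was obtained for 84, and 91 lay below the median level of the arrays.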

Only well-annotated probe sets were categorized as differently expressed.

See Supplementary File 3

Supplementary Table 5: *In silico* analysis of the *PIK3R3* promoter using MatInspector software resulted in eight putative elements responsible for the effects of FOXM1

MatInspector sequence			FKHD				MYBL2			
	FOXM1<br>response<br>element	Region<br>#	Start<br>position	End<br>position	Anchor<br>position	Strand	Start<br>position	End<br>position	Anchor<br>position	Strand
GXP_260387(PIK3R3/<br>human)	3	2	-119	-135	-127	-				
GXP_260387(PIK3R3/<br>human)	6	4	-323	-339	-331	+	-470	-490	-480	+
GXP_1817525(PIK3R3/<br>human)	1	1	-2	-18	-10	-				
GXP_1817525(PIK3R3/<br>human)	2	2	-115	-131	-123	+				
GXP_1817525(PIK3R3/<br>human)	4	3	-220	-236	-228	+				
GXP_1817525(PIK3R3/<br>human)	5	3	-224	-240	-232	-	-225	-245	-235	-
GXP_4400643(PIK3R3/<br>human)	7	5	-1060	-1076	-1068	-	-1092	-1112	-1102	-
GXP_4400643(PIK3R3/<br>human)	8	6	-1198	-1214	-1206	+				

The promoter regions are designated according to the position before the transcription initiation codon.

Supplementary Table 6: Characteristics of the individuals included in this study

**Gender**	**Male**	44	(77.19%)
	**Female**	13	(22.81%)
**Age (years)**	**Median**	59.33	
	**Range**	39 - 79	
**Follow-up (months)**	**Median**	11.87	
	**Range**	0.63 - 85.9	
**Tabacco Smoking**	**No**	6	(12.77%)
	**Yes**	41	(87.23%)
	**NA**	10	
**Alcohol Drinking**	**No**	7	(14.89%)
	**Yes**	40	(85.11%)
	**NA**	10	
**ESCC Localization**	**Upper**	15	(26.32%)
	**Middle**	33	(57.89%)
	**Lower**	8	(14.04%)
	**Middle - Lower**	1	(1.75%)
**Tumor Differentiation**	**Well**	2	(3.51%)
	**Moderate**	42	(73.68%)
	**Poor**	13	(22.81%)
**Tumor Stage**	**I**	2	(4.35%)
	**II**	13	(28.26%)
	**III**	20	(43.48%)
	**IV**	11	(23.91%)
	**NA**	11	

* Number of patients may vary due to missing data (NA).

Supplementary Table 7: Sequences of primers enrolled in the study

Target		Primer Sequence	Target ID Sequence	Amplicon Size (bases)
AKT3	F	5' CACCACCTGAAAAATGTCAGCA 3'	NM_181690.2	113
	R	5' AAGCCAACAGTTCCATGGGT 3'		
PIK3R3	F	5' TATATCTCCTGGCGACCTGC 3'	NM_003629.3	154
	R	5' GCTTTGGTGGGAAGAGCTGGA 3'		
CDK1	F	5' AAAGTCTGCTCGCACTTGGCTT 3'	NM_001786.4	115
	R	5' GGTATGGTAGATCCCGGCTTAT 3'		
PLK1	F	5' AGTACGGCCTTGGGTATCAG 3'	NM_005030.5	118
	R	5' GTGCCGTCACGCTCTATGTA 3'		
STAT3	F	5' AGAAACAGTTGGGACCCCTG 3'	NM_139276.2	119
	R	5' GCTCCATTGGGAAGCTGTCA 3'		
MMP12	F	5' GACTACACATTTCAGGAGGCACA 3'	NM_002426.4	164
	R	5' TGCCACGTATGTCATCAGCA 3'		
MMP9	F	5' GCGCTGGGCTTAGATCATTC 3'	NM_004994.2	130
	R	5' GTTCAGGGCGAGGACCATAG 3'		
FSCN1	F	5' GCCTCCAGCAAGAATGCCAG 3'	NM_003088.3	179
	R	5' ATGATGGGGCGGTTGATGAG 3'		
GUSB	F	5' TCGATGACATCACCGTCACC 3'	NM_000181.3	139
	R	5' GTCCCATTCGCCACGACTTT 3'		
FOXMI	F	5' AACCTTTCCTGCACGACAT 3'	NM_202002.2	124
	R	5' GGTCCAGTGGCTTAAACACC 3'		
HOXD10	F	5' CAGGAGAAGGAAAGCAAAGAGGA 3'	NM_002148.3	112
	R	5' CCAGCGTTTGGTGCTTAGTG 3'		
GAPDH	F	5' TGTGAACGGATTGGCCGTA 3'	NM_002046.5	220
	R	5' TCGCTCCTGGAAGATGGTGA 3'		
CCNB1	F	5' GTAATGTTGTAGAGTTGGTGTCC 3'	NM_031966.3	100
	R	5' CATGGTGCACTTTCCTCCTT 3'		
ETV5	F	5' ACTGGAAGGCAAAGTCAAAC 3'	NM_004454.2	114
	R	5' GCTGGGTCATCAAGAAGGGTGA 3'		
NDRG2	F	5' GCAAAGAGAGGAGAGACCCC 3'	NM_201535.1	74
	R	5' TATTGGCTGGATGCAGTGGG 3'		
CRISP3	F	5' TCTGGAAACCACTGCAATGAC 3'	NM_006061.2	106
	R	5' AGCAGTAAAAGCGGGATCCTT 3'		
FKHD Region 1	F	5' AGGAGCAAGGCAGACAAAAG 3'	NC_000001.11	85
	R	5' GAGGGAAGAGAGGCAAGGTG 3'		
FKHD Region 2	F	5' TCTTTTCCCCTTCTGCCTTT 3'	NC_000001.11	91
	R	5' GGCCAATCAGGAGACAGC 3'		
FKHD Region 3	F	5' GACCAAGCCTCAGCAGGA 3'	NC_000001.11	99
	R	5' AAAGGAAGAAAACGCAAACG 3'		
FKHD Region 4	F	5' CTCTGTGTCCGCTCCCTTC 3'	NC_000001.11	94
	R	5' CCCGGACGAGTAAGGAGA 3'		
FKHD Region 5	F	5' GGAAATGGAGCAGTTTTTGG 3'	NC_000001.11	85
	R	5' TGTGTCTCCTGAAGATTGTGC 3'		
FKHD Region 6	F	5' AAACGTGGCAACTCTTCCAT 3'	NC_000001.11	81
	R	5' GCCTGATTAAAGCCCTAGCA 3'		
PLK1	F	5' GGGCGGGTTTGGATTTTA 3'	NC_000016.10	164
	R	5' AGTCACTGCAGCACTCATGC 3'		
BCL3	F	5' GAGAAACTAAGACCTTCCCTC 3'	NC_000019.10	99
	R	5' AGCTGCACCATGCTAAGGCT 3'

# Supplementary material for: Esophageal squamous cell carcinoma transcriptome reveals the effect of FOXM1 on patient outcome through novel PIK3R3 mediated activation of PI3K signaling pathway
**Source:** Oncotarget. 2018 Mar 30;9(24):16634–47. doi: 10.18632/oncotarget.24621
**Supplement:** Supplementary file 2

Supplementary Table 1: Differentially expressed genes (DEG) between ESCC and nonmalignant surrounding mucosa identified by gene expression DNA microarray.

# Supplementary material for: Esophageal squamous cell carcinoma transcriptome reveals the effect of FOXM1 on patient outcome through novel PIK3R3 mediated activation of PI3K signaling pathway
**Source:** Oncotarget. 2018 Mar 30;9(24):16634–47. doi: 10.18632/oncotarget.24621
**Supplement:** Supplementary file 3

Supplementary Table 2: Major regulator gene outcome of transcriptional network analysis.

# Supplementary material for: Esophageal squamous cell carcinoma transcriptome reveals the effect of FOXM1 on patient outcome through novel PIK3R3 mediated activation of PI3K signaling pathway
**Source:** Oncotarget. 2018 Mar 30;9(24):16634–47. doi: 10.18632/oncotarget.24621
**Supplement:** Supplementary file 4

Supplementary Table 4: Differentially expressed genes (DEG) after *FOXM1* silencing in ESCC-derived TE-1 cell line.

How the deposited data were processed for this re-analysis (not part of the article)

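Gene expression was measured on 4 Affymetrix arrays of the esophageal squamous carcinoma cell line TE-1, 2 from cells transfected with siRNA against FOXM1 and 2 from cells transfected with a scrambled siRNA. The groups and replicate numbers were taken from the sample labels and the methods. The authors processed the arrays with robust multi-array average (RMA) and deposited log2 expression values, 1 per probe set and array, for 22011 probe sets. The submitters' processing notes name Affymetrix Expression Console, RMA and the genome build hg18, with no versions. Which arrays were normalized together is not given in the sources used here. The methods name the exon array for the tissue samples, and the paper's text does not name the array of the TE-1 cells separately. All 4 columns of values were used, and no pair of columns was identical. For arrays, the number of replicates limits the precision.
Probe sets were named from the platform's annotation, and only the 14432 with 1 gene symbol gave named genes. Of these, 14404 matched a table of current genes of the assembly GRCh38, which was used only for names, and no symbol had to be updated. No genome coordinates are printed, because this assembly differs from the build in the processing notes. Of the 23 further genes that the study names, 16 were measured under 1 symbol, and the others are not reported here.
The difference between the groups was calculated as the mean of the 2 TE-1-siFOXM1 values minus the mean of the 2 TE-1-SCR values on the log2 scale, and the 1.5-fold criterion of the study was applied to it. Every probe set was tested with limma (version 3.58.1 in R 4.3.3) without the replicate number in the model, with Benjamini-Hochberg adjustment over all probe sets. The moderated test had 4.87 degrees of freedom. With 2 arrays against 2, an exact permutation test has a smallest two-sided p of 0.333. The calculation was tested on simulated data with the 22011 probe sets of this comparison, of which 200 were changed: 44 of 100 probe sets with a simulated log2 change of 1 and 97 of 100 with a change of 2 passed an adjusted p of 0.05, 14 unchanged probe sets passed it, and 416 unchanged probe sets were at least 1.5-fold apart. These simulated arrays did not include differences shared by many genes within a replicate. Their noise had the moderated SDs of limma, which vary less between probe sets than the observed ones. The shares of changed probe sets that passed may therefore be too high for the real arrays, where FOXM1, with a difference of -1.98, did not pass.
Before the deposited values were examined, but after values in Supplementary Table 4 had been seen, 18 gene lists were fixed. They covered the G2 phase and mitosis, the G1/S transition and DNA replication, the MuvB and DREAM complexes, the PI3K/AKT/mTOR pathway, p53 targets, the interferon response, the unfolded protein and integrated stress responses, metallothioneins, basal keratinocytes, squamous differentiation, mesenchymal genes, markers of non-epithelial cells, reference genes of RT-qPCR, olfactory receptors, keratin-associated proteins, zinc finger genes with ZNF symbols, replication-dependent histones and cytosolic ribosomal proteins. The metallothionein, olfactory receptor, keratin-associated protein, zinc finger and histone lists were chosen because that table names members of them. The genes higher and lower in ESCC in Supplementary Table 1 were 2 further lists. Lists were compared with all other genes by camera with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the 20 lists, and by camera with an estimated correlation as an alternative. As a further alternative, fry tested each list against no change, without a comparison with other genes. Past an adjusted p of 0.05 were 2 lists by camera, 0 with an estimated correlation and 0 by fry. No list had a member past an adjusted p of 0.05, whether over all probe sets or adjusted over the list alone.
The named genes are FOXM1 and PIK3R3, the genes that the study names, the 10 largest increases and the 10 largest decreases among genes with a mean at or above the median level in the higher group whose arrays did not overlap between the groups, the first 5 overexpressed and the first 5 underexpressed genes of Supplementary Table 4, of which 3 of 10 were measured, and the 2 largest increases and decreases in each list. Values in Supplementary Table 4 and Fig. 4 had been seen when this rule and the lists were fixed. The alternatives, fixed at the same time, were the replicate number as a block, centring or quantile normalization of the arrays, only probe sets at or above the median level, an intensity trend with robust estimation, the mean of a gene's probe sets, leaving out each array, all probe sets, a fold from linear means, a 2-fold criterion, and the requirement of no overlap. A lone array in a group was assumed to vary like the other group.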

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

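All tests of explanations given here were chosen after the results they bear on had been seen, and their intervals treat genes as independent. A result is listed where a signal appeared in probe sets or groups of genes that the paper does not analyze as such.
Of the probe sets without a gene symbol, 354 were at least 1.5-fold apart with no overlap between TE-1-siFOXM1 and TE-1-SCR cells, against 328 when replicate 2 was exchanged between the groups and 732 between the replicates numbered 1 and 2. The metallothionein genes passed camera with an adjusted p of 0.0289, on 3 genes with a median level of 5.07, but not with an estimated correlation (adjusted p = 0.869), without siFOXM1 replicate 2 (0.439) or without SCR replicate 1 (0.144). The zinc finger genes with ZNF symbols passed with an adjusted p of 9.36e-05, but not with an estimated correlation (adjusted p = 0.869) or among probe sets at or above the median level (0.0511, with 0 genes 1.5-fold apart). Of these genes, 6 were at least 1.5-fold higher with no overlap, against 0 higher and 1 lower with replicate 2 exchanged and 4 higher and 2 lower between the replicates numbered 1 and 2, where the median of the family was 0.08, against 0.07 between the real groups. In the PI3K/AKT/mTOR pathway, 4 genes were at least 1.5-fold lower with no overlap, against 0 in each of the other 2 splits of the arrays. Only 1 was 1.5-fold lower without SCR replicate 1, and all 4 are in Supplementary Table 4, which had been seen when the lists were fixed, so the splits do not test this group independently. Among olfactory receptors, 9 genes were higher and 3 lower with no overlap, against 4 higher and 8 lower with replicate 2 exchanged and 5 higher and 8 lower between the replicates numbered 1 and 2. The metallothionein, zinc finger and olfactory receptor lists were chosen because that table names members of them.
The first pattern is the set of 144 genes at least 1.5-fold apart. With replicate 2 exchanged between the groups, so that each new group held 1 TE-1-siFOXM1 and 1 TE-1-SCR array, 73 genes below the median level were 1.5-fold apart, against 94 in the real groups, a ratio of 0.777 (95% interval 0.572 to 1.05), so measurement noise of dim probe sets is a candidate explanation for this part. At or above the median level the numbers were 5 and 50, a ratio of 0.1 (0.0399 to 0.251). This argues only against noise that is independent between arrays and probe sets as the whole cause there. The replicates numbered 1 and 2 were 1.5-fold apart in 471 genes, 304 of them at or above the median level, which points to a structure of the samples. Differences between arrays that many genes share can thus exceed the 50 genes of the real groups. The exchange of replicate 2 does not exclude them as the cause. With only 3 splits of the arrays no share under 0.05 was possible. An effect of the siRNA on the brighter genes therefore stays a hypothesis, and the design does not separate loss of FOXM1 from other effects of the transfected siRNA.
The second pattern is the low FOXM1 level beside a median of -0.02 for genes of the G2 phase and mitosis. A mislabelled array would place a TE-1-siFOXM1 value of FOXM1 among the TE-1-SCR values, but the gap between the groups was 1.47 on the log2 scale, against a largest difference of 0.80 within a group. Compressed signal of bright probe sets would keep these genes from varying, but after quantile normalization their median absolute difference between the replicates numbered 1 and 2 was 2.51 times that of all genes (95% interval 2.22 to 3.00; 0.32 against 0.13). That variation enters the comparison when 1 array is left out, because the replicate numbers are then unbalanced between the groups. The group median moved from -0.28 without SCR replicate 2 to 0.24 without siFOXM1 replicate 2. Since the replicate numbers have no stated meaning, the pattern stays open. Within the replicates numbered 1 the median difference between the groups was -0.08, and within those numbered 2 it was 0.01, the median absolute difference between the groups after quantile normalization was 0.13 against 0.10 for all genes, and no biological explanation was tested.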

How the results depend on the processing

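Among the alternatives, the count over probe sets with 1 or several symbols, the overlap without FOXM1 and PIK3R3, and the probe set with the largest difference were chosen after seeing the data. FOXM1 was lower in all 10 alternatives, with log2 differences from -2.38 to -1.58 and adjusted p from 0.406 to 1, and PIK3R3 in all 10, from -1.32 to -0.54 and adjusted p from 0.464 to 1. Neither gene had another probe set with its symbol, so a comparison between probe sets was not possible. No probe set passed limma's adjusted p of 0.05 in any alternative (the lowest was 0.237, without siFOXM1 replicate 1). The replicate block left no probe set past it either (lowest adjusted p 0.665, with 1576 probe sets at an unadjusted p under 0.05) and changed no call of a list. The replicate numbers have no stated meaning, and the replicate differences of the groups correlated across probe sets with r = 0.336, with 50.2% of the variance on a component that separates the numbers.
The 80 higher and 64 lower genes became 23 and 27 among probe sets at or above the median level, 358 and 362 over all probe sets, 122 and 97 over those with 1 or several symbols, and 7 and 8 at 2-fold. Leaving out single arrays gave 113 to 232 higher and 74 to 258 lower genes, and 114 to 323 genes that also had an unadjusted p under 0.05 (92 with all arrays), a number that was 42 at or above the median level. Genes higher made up 55.6% of those 1.5-fold apart, 55.0% after quantile normalization, 46.0% at or above the median level, and without single arrays 44.1% (siFOXM1 replicate 1), 65.4% (siFOXM1 replicate 2), 65.6% (SCR replicate 1) and 42.0% (SCR replicate 2). Of the 18 fixed lists, 2 passed camera, 0 among probe sets at or above the median level, 0 with an estimated correlation, 0 by fry, and 2 to 5 without single arrays. Over 237 list tests, 7 calls were lost, 10 were gained, and 21 had the other direction. Past the threshold in the other direction were only the G2 and mitosis genes without SCR replicate 1 (adjusted p = 0.00475; 1.45e-05 to 0.103 without single arrays). Without single arrays, adjusted p ranged from 0.468 to 0.756 for the G1/S list, 0.189 to 0.839 for squamous, 0.406 to 0.986 for mesenchymal and 0.103 to 0.638 for non-epithelial genes, 0.000109 to 0.625 for olfactory receptors, 0.000332 to 0.257 for keratin-associated proteins, 0.00475 to 0.436 for histones and 0.0103 to 0.243 for ribosomal proteins, each with turns in direction. Quantile normalization turned the G1/S and non-epithelial lists (both 0.954), and the median level the G1/S (0.853), squamous (0.853) and ribosomal (0.784) lists. The 11 ESCC-higher genes among the lower genes ranged from 5 to 34 without single arrays, with adjusted p of 0.208 and 1 without siFOXM1 replicate 2 (13 genes) and SCR replicate 1 (5 genes), and from 5.58e-05 to 1 over all alternatives. For ESCC-lower genes, 2 higher genes became 0 after quantile normalization and 0 to 5 without single arrays, and 2 lower genes 1 to 6, with turns in direction. The other 100 named genes gave 961 values, of which 31, in 23 genes, changed sign, among them those of KRTAP20-1 (-2.48 to 0.15 without single arrays), KRTAP21-1 (-0.20 to 2.95) and KRTAP6-2 (-0.055 to 2.05). The cause of these changes was not tested. The low signal of probe sets below the median level limits what can be said of them.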

Differences from the paper's values

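The paper counts 127 overexpressed genes and 222 in all, and the present counts are 80 and 144 at the same 1.5-fold criterion. The sets of genes differ, since the present counts leave out probe sets with several symbols. Of the 222 listed genes, 80 had no probe set with 1 symbol, and 64 of these occurred only in probe sets with several symbols. Of the alternatives fixed before the data were examined, the higher count came within 1.5 times the paper's without siFOXM1 replicate 1 (113), without SCR replicate 1 (141) and without SCR replicate 2 (187), and the total without siFOXM1 replicate 1 (256) and without SCR replicate 1 (215). It did not with the replicate block or centring (80 and 144), quantile normalization (77 and 140), probe sets at or above the median level (23 and 50), the mean of a gene's probe sets (81 and 145), without siFOXM1 replicate 2 (232 and 355), all probe sets (358 and 720), linear means (75 and 142), a 2-fold criterion (7 and 15) or no overlap between the groups (61 and 117), nor did the total without SCR replicate 2 (445). For 132 of the 142 listed genes measured under 1 symbol, the paper's fold change lay within 0.02 of that from all 4 arrays. The closer counts without single arrays therefore do not explain the paper's counts. Counting probe sets with 1 or several symbols gave 122 higher, 97 lower and 219 in all. This setting was chosen after seeing the values, and it does not reach 19 of the 222 genes of Supplementary Table 4.
Of the 142 genes of Supplementary Table 4 measured under 1 symbol, 10 lay outside 0.02 of the listed fold change, and 9 of these differed from it in sign or, on the log2 scale, by more than the SD of their replicates. The other was LSM14B, with -1.72 in the paper and -1.43 here. The paper's fold changes and those found here are -2.21 and -1.15 for GABBR1, 1.74 and 1.07 for LINC00282, 2.16 and 1.04 for MLLT6, -2.10 and 1.02 for NFYB, 1.53 and 1.16 for PSD3, 1.59 and 1.27 for RPS19, 1.56 and -1.08 for TOM1L2, 2.27 and 1.31 for ZNF678, and 1.72 and -1.27 for ZRSR2, where a negative value means lower in TE-1-siFOXM1 cells. Among the fixed alternatives, the difference closed only for RPS19, with the mean of its probe sets (1.42) and without SCR replicate 2 (1.46). With the probe set of the largest difference, chosen after seeing the values, MLLT6 had 2.16, NFYB -2.10, PSD3 1.53, RPS19 1.59, TOM1L2 1.56 and ZNF678 2.27, and for GABBR1, LINC00282 and ZRSR2 no other probe set carried the symbol alone.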

Other observations

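The tests with random lists and the overlap without FOXM1 and PIK3R3 were chosen after the result was seen, and the overlaps themselves were planned. Genes that mark epithelial state lay within 1.5-fold of the control in TE-1-siFOXM1 cells, except for 1 squamous gene higher without siFOXM1 replicate 2 and 1 lower without SCR replicate 2. Of 6 measured genes of basal keratinocytes, the desmosomal cadherin DSG3 (log2 difference 0.39, and 0.23 without siFOXM1 replicate 1) and keratin KRT14 (0.27, and 0.16 without SCR replicate 2) had the largest increases, with a median of 0.10 for the group (camera adjusted p = 0.247). Of 19 genes of squamous differentiation, only 4 lay at or above the median level of the arrays. Among the 19, S100A8 (-0.46, and -0.26 without SCR replicate 1) and CRNN (-0.33), both below that level, had the largest decreases. The median difference was 0.03 with a mean of -0.04 (adjusted p = 0.423). The 16 mesenchymal genes had a median of -0.03 (adjusted p = 0.842), with SPARC lowest (-0.32, and -0.06 and -0.58 without SCR replicates 1 and 2), and the 19 markers of non-epithelial cells one of 0.01 with a mean of -0.02 (adjusted p = 0.896). Of 9 reference genes of RT-qPCR, YWHAZ (0.30, and 0.16 without SCR replicate 1) and TFRC (0.26, and 0.07 without siFOXM1 replicate 1) had the largest increases, and the median was -0.01 with a mean of 0.04 (adjusted p = 0.737). Among 31 cytosolic ribosomal protein genes, RPL4 (-0.58, and -0.28 without siFOXM1 replicate 2) and RPL22 (-0.55, and -0.35 without SCR replicate 1) were lowest and RPS27L (0.44, and -0.20 without SCR replicate 2) and RPS13 (0.42, and 0.10 without SCR replicate 2) highest. The list had a median of 0.03 (camera adjusted p = 0.896, and 0.969 with an estimated correlation). The median was -0.23 without SCR replicate 2 and 0.20 without siFOXM1 replicate 2.
Other genes that the study names lay within 1.5-fold of the control in TE-1 cells, except for CRISP3 without SCR replicate 2 (-0.62; -0.13 without SCR replicate 1). The log2 differences were 0.12 for MYBL2, a partner of FOXM1 (0.03 without SCR replicate 2), 0.00 for BCL3, the negative control of the paper's binding assay (-0.27 without siFOXM1 replicate 1 and 0.27 without siFOXM1 replicate 2), 0.23 for RB1 (0.03 without SCR replicate 1), 0.17 for STAT3 (0.10 without SCR replicate 2), -0.14 for HOXD10 (-0.02 without siFOXM1 replicate 1), -0.04 for FSCN1 (0.02 without SCR replicate 1), -0.00 for NDRG2 (0.21 without SCR replicate 1 and -0.22 without SCR replicate 2) and -0.37 for CRISP3, which lay far below the median level of the arrays.
Of the 852 measured genes that Supplementary Table 1 lists as higher in ESCC than in nonmalignant surrounding mucosa, 11 were among the 64 genes at least 1.5-fold lower in TE-1-siFOXM1 cells, where 3.83 were expected (odds ratio 3.29, 95% interval 1.54 to 6.40, Fisher's exact test, adjusted p = 0.00533 over 4 overlaps). They were ANP32E, CDKN3, CEP19, F13A1, FOXM1, GNG11, PIK3R3, RNF168, SLC41A1, ST3GAL5 and TMEM263, and with FOXM1 and PIK3R3 left out there were 9 (adjusted p = 0.0436). The overlap depended on single arrays, with 13 genes without siFOXM1 replicate 2 (adjusted p = 0.208) and 5 without SCR replicate 1 (adjusted p = 1), over a range of adjusted p from 5.58e-05 to 1. Only 1 gene higher in ESCC, MICAL2, was 1.5-fold higher in TE-1-siFOXM1 cells (adjusted p = 0.185), and of the 283 measured genes lower in ESCC, 2 were higher (adjusted p = 0.674) and 2 were lower (adjusted p = 0.486). As lists, the genes higher and lower in ESCC had medians of -0.02 each (camera adjusted p = 0.359 and 0.502). Brighter probe sets of the ESCC-higher genes could raise the overlap, but among 10000 random lists matched on mean level the median was 3, and 0.03% reached 11. With FOXM1, the target of the siRNA, and PIK3R3, which the study chose from these arrays, left out, 0.44% of such lists reached 9. The random lists were matched on level only, whereas the ESCC-higher genes varied together, with an estimated correlation of 0.15. The shares therefore do not exclude differences between arrays that many of these genes share. That genes raised in ESCC are enriched among those lowered by the siRNA is a hypothesis, found and tested on the same arrays, and no share from other splits of 4 arrays could test it.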
